A study of Bos taurus with 12 samples.

How the data were processed

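Endometrial RNA of Simmental heifers was measured on an Affymetrix bovine expression array. Each of the 12 arrays was hybridised with 1 pool of RNA. According to the labels, the pools fall into 4 groups of 3, receptive or non-receptive endometrium taken 3 or 7 days into the estrous cycle, where receptivity was assigned from the outcome of a pregnancy after embryos produced in vivo had been transferred. Total RNA was isolated with TRI Reagent, treated with DNaseI and cleaned on RNeasy columns, and biotin-labelled cRNA was prepared from it. The labels do not say how many animals make up a pool, nor that the pools of a group come from separate animals. The p-values therefore measure the spread between pools only, which may in part be technical.

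The authors deposited 1 table of log2 signals, with a value for each of 24128 probe sets on each array. The submitters' processing notes name GCOS 1.1.1, PLIER and Affymetrix Expression Console, without their role or order. The scaling between arrays is not given in the sources used here. The deposited values had 2 decimals and lay between 0 and 14.06, where 0 is a floor reached by 1652 probe sets on at least 1 array. A difference of log2 values is a log2 fold change, except that a value at the floor holds no order, so a gene at 0 in all pools of a group is described as listed at 0 and is given no fold. All 12 columns of the table were matched to a sample by the sample's name.

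The 112 Affymetrix control probe sets were left out of the tests, which left 24016 probe sets. Genes were named from the platform annotation. Of the tested probe sets, 13292 carried exactly 1 gene symbol, 86 carried several and 10638 carried none. No gene was named from a probe set with several symbols. The named probe sets covered 9155 genes.

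Values were used as deposited, with no further normalization and no filter on low signals. A linear model with a mean for each of the 4 groups was fitted to all 12 arrays with limma 3.58.1 (lmFit and eBayes, R 4.3.3), so that all groups shared 1 estimate of the spread. The pool number was not part of the model. There were 7 contrasts: receptive against non-receptive on day 3, on day 7 and averaged over both days, day 7 against day 3 in receptive endometrium, in non-receptive endometrium and averaged over both, and the difference between both day changes (the interaction). Tests were two-sided, and a probe set passed with a Benjamini-Hochberg adjusted p under 0.05 over all 24016 probe sets. The groups, comparisons, tests, gene lists and the rule for naming genes were fixed before the data were examined.

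Gene lists (37 lists of pathways, complexes and cell type markers, 1016 entries of which 774 were matched to a measured gene) were tested with limma's camera with a preset correlation between genes of 0.01, using for each gene the probe set with the highest mean signal. Lists with at least 5 measured genes were tested and p-values were adjusted over the 37 lists within a contrast. The test was repeated with a correlation estimated from the data for each list, and with fry, which asks whether the genes of a list move on balance one way without comparing them with other genes. A list score per pool was the mean over its genes of the log2 signal minus the gene's mean over the 12 arrays. Scores were compared between days by exact permutation of the day within each receptivity group (400 assignments, smallest possible p 0.005), a test chosen after the data had been seen.

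The day changes of both receptivity groups were compared by the correlation of log2 changes across probe sets, which are not independent replicates, and by Fisher's exact test of the overlap of calls in each direction. The contrasts compared in this way share no array, but they share the estimate of the spread of each probe set. Their calls are therefore not independent, which Fisher's test assumes. The same was done for the receptivity differences of both days.

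Genes were named by the following rule. For both receptivity contrasts, the averaged day contrast and the interaction, these were the 10 more abundant and the 10 less abundant genes with the largest log2 change among probe sets with exactly 1 symbol, an adjusted p under 0.05 and no overlap of the values of the compared groups, with 1 probe set per gene. Where fewer than 10 passed, the list was filled with probe sets with an unadjusted p under 0.01 and no overlap, which are said not to pass. For the interaction no criterion of overlap was applied. In addition, up to 4 members of each described gene list with the smallest p, and the receptors ESR1, PGR and OXTR in every contrast, were named.

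The model was tested on simulated data with 200 changed probe sets among 24016. For the comparison of receptive and non-receptive endometrium on day 3, it recovered 6 of 50 simulated changes of 0.5 log2 units, 22 of 50 changes of 1 unit, 41 of 50 changes of 2 units and 48 of 50 changes of 3 units, with 8 false calls. For the averaged day contrast, it recovered 11 of 50 changes of 0.5 units, 29 of 50 changes of 1 unit and 47 of 50 changes of 2 units, with 8 false calls. A simulated drop of the 26 cell cycle genes by 0.5 was called by the list test, and none of the other lists was called. The absence of other calls does not carry over to the measured data. There the cell cycle list had an estimated correlation of 0.57, and other splits of the samples called up to 20 lists for the averaged day change.

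The alternatives were quantile normalization, centring each array on its median, leaving out the lower 25 or 50 percent of probe sets by mean signal, a prior variance that follows the signal with robust hyperparameters, array weights, the pool number as a block, only the groups compared, an adjusted p under 0.10, and each pool left out in turn. For the gene lists, the mean over a gene's probe sets was tried as well. Alternatives chosen after the data had been seen were leaving out probe sets with any value at the floor, a term for arrays with a higher poly-A spike-in signal, only the arrays with a lower one, the actin control signal as a covariate, the prior that follows the signal and the robust hyperparameters each alone, and leaving out both pools that stood apart from the others (pool 3 of non-receptive day 3 and pool 1 of receptive day 7).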

Results

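Transcript abundance was measured in endometrium of Simmental heifers, sampled 3 or 7 days into the estrous cycle and grouped as receptive or non-receptive by the outcome of a later embryo transfer. Each of the 4 groups held 3 RNA pools, with 1 array per pool. Array medians lay between 6.64 and 6.76 on the log2 scale and were lower by 0.064 on day 7 (exact permutation p = 0.005 within receptivity groups, the smallest possible, adjusted p = 0.04 over 8 measures), and between 257 and 450 probe sets per array were at the floor of 0. Pools of the same group had a mean correlation of 0.962 across probe sets (12 pairs), pools of the same day and the other receptivity group 0.961 (18 pairs), and pools of different days 0.948 (36 pairs). The first principal component, with 25.3% of the variance, had negative scores for all 6 pools of day 3 and positive scores for all 6 pools of day 7.

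Control probe sets differed between arrays. The poly-A spike-in mean was between 7.40 and 7.54 in pool 2 of non-receptive day 3, receptive day 3 and non-receptive day 7, against 6.33 to 6.91 in the 9 other pools. The gap between the 3' and 5' actin controls, a sign of RNA length, was larger in receptive than in non-receptive pools, with means of 1.99 and 0.63 on day 3 and of 1.01 and 0.37 on day 7 (exact permutation p = 0.005 within days, the smallest possible, adjusted p = 0.04 over 8 measures). The same gap of the GAPDH, cyclophilin and EF1a controls did not pass between receptivity groups (exact permutation p = 0.925, 0.33 and 0.165).

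The comparison of day 7 with day 3 asked how the endometrium changed from the early to the later stage of the cycle. Averaged over both receptivity groups, 3412 of 24016 probe sets (14.2%) passed, of which 1144 were more abundant and 2268 less abundant on day 7. Genes of luteal phase secretion, inflammation and the interferon response and markers of neutrophils and squamous epithelium rose by day 7, while genes of the cell cycle, DNA methylation and the extracellular matrix and markers of stromal fibroblasts and of T and NK cells fell. As lists these were called by camera with a preset correlation, and 0 of 37 lists were called with an estimated correlation (smallest adjusted p = 0.31), while fry called 15. Of the called probe sets, 646 differed by more than 1 log2 unit, and the median size of a called change was 0.563. No overlap between the 6 pools of either day was seen for 1853 probe sets, 7.72% against the 0.216% that chance gives.

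The 10 largest increases by day 7 are given here for named genes that passed with no overlap of values between the days. They were in MMP9 and MMP13, proteases that degrade the extracellular matrix, the beta-defensins DEFB4A and EBD and the monocyte chemokine CCL2. The others were in the water channel AQP1, the interferon-stimulated ISG12(B), the calcium-binding S100A12 of granulocytes, LY6G6C and the inhibitory Fc receptor FCGR2B. FCGR2B rose from 5.17 ± 0.60 to 8.79 ± 0.42 (log2 signal, SD, n = 6), a log2 change of 3.62 ± 0.29 (SE, adjusted p = 0.000791). CCL2 rose from 3.87 ± 0.53 to 8.48 ± 1.35 (adjusted p = 0.00177), and S100A12 from 8.18 ± 1.11 to 11.88 ± 0.73 (adjusted p = 0.0039). LY6G6C rose by 3.70 (SE 0.54), ISG12(B) by 3.91 (SE 0.62), MMP13 by 3.87 (SE 0.75) and EBD by 3.52 (SE 0.67). MMP9 had a mean of 1.07 ± 1.24 on day 3, with 3 pools listed at 0, and 5.86 ± 1.32 on day 7 (adjusted p = 0.00426). DEFB4A (2.68 ± 2.24 against 7.39 ± 1.39) was also at 0 in some pools of day 3. AQP1 (0.65 ± 1.03 against 4.67 ± 0.99) was listed at 0 in all 3 non-receptive pools and in 1 receptive pool of day 3, and its other probe sets were divided. The ranks of MMP9, DEFB4A and AQP1 therefore rest in part on values at the floor.

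The 10 largest decreases are likewise those of named genes that passed with no overlap of values between the days. They were in the trypsin inhibitors LOC404103 and PTI, the B cell antigen MS4A1, N-cadherin (CDH2) and LTBP1, which binds latent TGF-beta. The others were in connexin 43 (GJA1), tenascin X (TNXB), the retinol uptake receptor STRA6, CNKSR2 and UHRF1, which maintains DNA methylation. LTBP1 fell from 6.82 ± 0.43 to 3.69 ± 0.54 (SD, n = 6), a log2 change of -3.13 ± 0.29 (SE, adjusted p = 0.000848). GJA1 fell from 10.47 ± 0.35 to 7.79 ± 0.83 (adjusted p = 0.00309), CDH2 from 7.58 ± 0.43 to 4.33 ± 1.12 (adjusted p = 0.00288) and UHRF1 from 8.46 ± 0.44 to 6.12 ± 0.64 (adjusted p = 0.0029). The log2 changes of TNXB and STRA6 were -2.57 and -2.36. MS4A1 was at 5.41 ± 0.86 on day 3 and 2.04 ± 1.32 on day 7, with 1 pool at 0, and CNKSR2 at 3.76 ± 0.67 and 1.41 ± 1.11, with 2 pools at 0. LOC404103 (-3.41) and PTI (-3.15) are measured by probe sets of related design, and the other probe set of LOC404103 did not go the same way. All 20 genes of both lists passed in each of the 19 alternatives followed for named genes, 12 of which left out 1 pool. The filters on low signal and on values at the floor are not among these 19. The latter would remove the probe sets of MMP9, DEFB4A, AQP1, MS4A1 and CNKSR2.

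**Figure D1:**
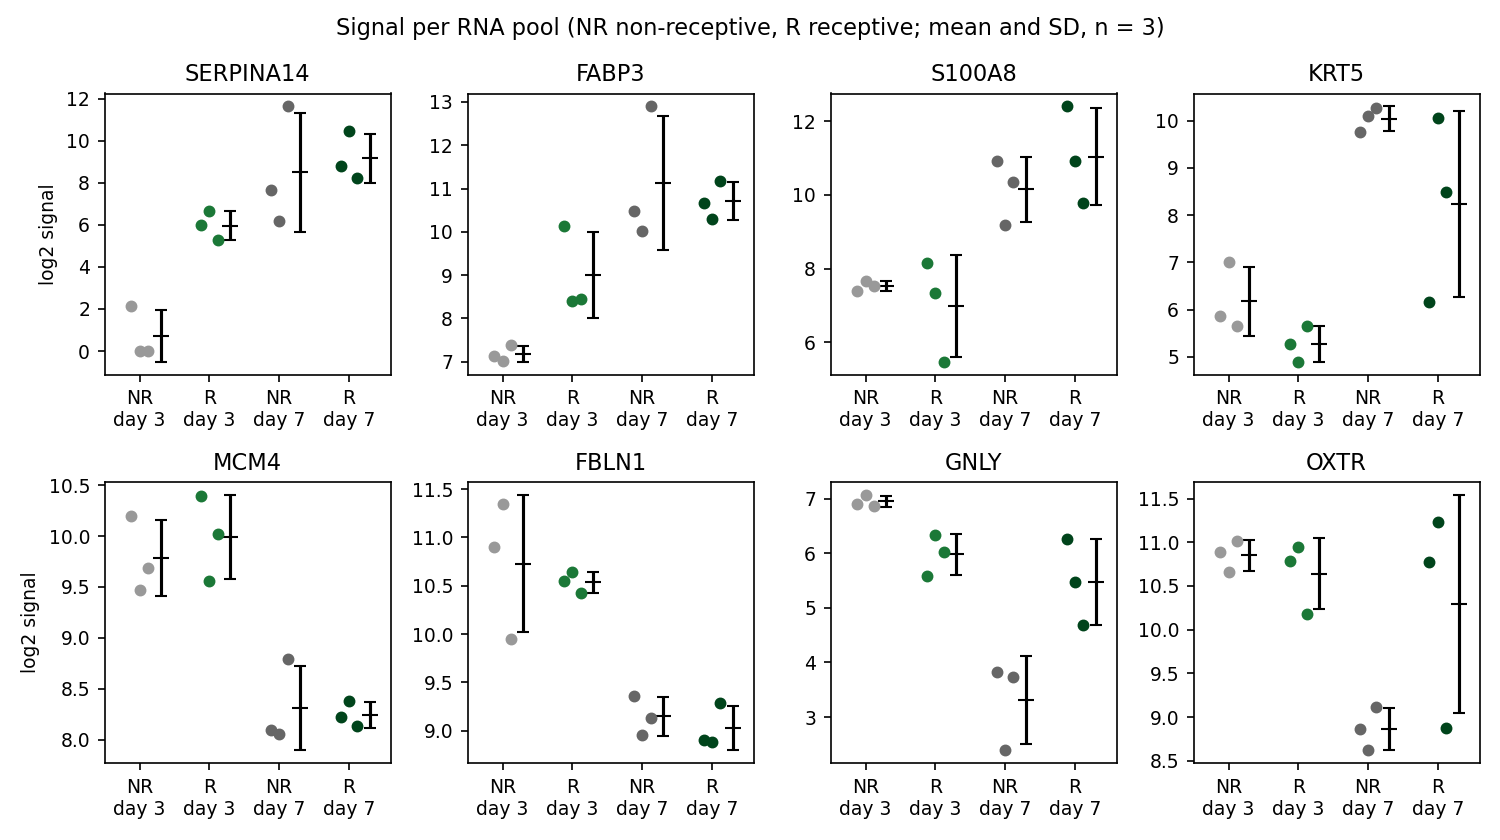
Log2 signal (y axis) of 8 genes in each of the 12 pools (points) by receptivity and day (x axis), with the mean and SD of 3 pools. FABP3 and S100A8 were higher on day 7 (mean changes of 2.83 and 3.33), MCM4 and FBLN1 lower (-1.61 and -1.54), and SERPINA14 had a mean of 0.71, with 2 pools at 0, in non-receptive and 5.96 in receptive pools of day 3.

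Luteal phase secretory genes, products of the progesterone-primed glands, were more abundant on day 7. Of 23 measured genes 8 rose and 0 fell (11 and 0 adjusted over the list alone), and the list was called up (camera adjusted p = 9.78e-05, adjusted p = 0.411 with an estimated correlation). SPP1, or osteopontin, rose from 9.24 ± 0.66 to 12.11 ± 0.84 (SD, n = 6), the fatty acid binding protein FABP3 from 8.09 ± 1.18 to 10.92 ± 1.04, and the sodium-glucose transporter SLC5A1 from 6.28 ± 1.52 to 9.76 ± 1.12. The uterine serpin SERPINA14 was at 3.33 ± 3.01 on day 3, with 2 of 6 pools listed at 0, and at 8.83 ± 1.97 on day 7 (adjusted p = 0.00534). Genes of fatty acid metabolism rose with them (3 of 25, adjusted over the list alone also 3, camera adjusted p = 0.00249, adjusted p = 0.411 with an estimated correlation), among them FABP5 by 0.91 and the thiolase ACAA2 by 0.47, which kept their calls in 7 and 10 of 19 alternatives (highest adjusted p = 0.0968 and 0.0797).

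Inflammatory and innate defence genes rose by day 7, with 7 of 31 higher and 0 lower, the same counts adjusted over the list alone (camera adjusted p = 9.78e-05, adjusted p = 0.507 with an estimated correlation). The cytokine IL18 rose from 7.94 ± 0.33 to 9.45 ± 0.24 (SD, n = 6, adjusted p = 0.000926) and the neutrophil chemokine CXCL2 from 8.78 ± 0.29 to 9.88 ± 0.41 (adjusted p = 0.00537). Neutrophil markers were higher as well, 5 of 19 genes (5 adjusted over the list alone, camera adjusted p = 0.00241, adjusted p = 0.411 with an estimated correlation), with S100A8 at 7.26 ± 0.92 on day 3 and 10.59 ± 1.11 on day 7 and a rise of S100A9 by 1.53. Another list holds 4 of these markers, and 6 of the 19 lay above the median signal. Interferon-stimulated genes rose, 8 of 22 with 9 adjusted over the list alone (camera adjusted p = 0.0002, adjusted p = 0.507 with an estimated correlation). IFI27 rose by 2.36, the antiviral OAS1X by 1.11, MX2 by 0.52 and IFI35 by 0.43, and the calls of MX2 and IFI35 were kept in 18 and 13 of 19 alternatives (highest adjusted p = 0.0509 and 0.0697).

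Markers of stratified squamous epithelium, a cell type of the lower genital tract, rose in 6 of 16 genes (6 adjusted over the list alone, camera adjusted p = 0.000282, adjusted p = 0.31 with an estimated correlation). The basal keratin KRT5 rose from 5.72 ± 0.72 to 9.14 ± 1.60 (SD, n = 6, adjusted p = 0.00582), KRT17 by 2.37, KRT15 by 2.22 and KRT14 by 0.74. None of the 16 genes is in another list, and 8 lay above the median signal.

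Cell cycle and DNA replication genes fell from day 3 to day 7. Of 26 genes 15 fell and 0 rose (18 and 0 adjusted over the list alone, camera adjusted p = 9.9e-08, adjusted p = 0.507 with an estimated correlation). MCM4, a subunit of the replicative helicase, fell from 9.89 ± 0.37 to 8.28 ± 0.28 (SD, n = 6, adjusted p = 0.00212), the sliding clamp PCNA had a log2 change of -1.01, MCM6 of -1.20 and MCM7 of -0.88. DNA methylation and chromatin modifiers fell in 7 of 15 genes (9 adjusted over the list alone, camera adjusted p = 0.000282, adjusted p = 0.411 with an estimated correlation), including the maintenance methyltransferase DNMT1 (-0.74), HDAC2 (-0.61), the demethylase KDM1A (-0.46) and UHRF1. Heat shock and stress response genes fell in 7 of 25 (9 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.00953, adjusted p = 0.418 with an estimated correlation). HSPB8 fell from 9.01 ± 0.20 to 7.74 ± 0.24 (adjusted p = 0.000926), and JUN, HSP90AA1 and HSPH1 changed by -0.90, -0.54 and -0.50.

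Extracellular matrix genes fell in 9 of 29 (15 adjusted over the list alone, camera adjusted p = 9.78e-05, adjusted p = 0.507 with an estimated correlation). FBLN1, a matrix glycoprotein, fell from 10.63 ± 0.47 to 9.09 ± 0.20 (SD, n = 6, adjusted p = 0.003), and the collagens COL15A1 and COL4A1 and the perlecan gene HSPG2 changed by -2.07, -1.77 and -0.81. Stromal fibroblast markers fell in 5 of 20 genes (9 adjusted over the list alone, camera adjusted p = 0.00146, adjusted p = 0.507 with an estimated correlation), among them COL3A1 (-1.73), PTN (-2.40) and THY1 (-0.45), where COL3A1 and THY1 kept their calls in 12 and 9 of 19 alternatives (highest adjusted p = 0.0734 and 0.0735). Another list holds 7 of the 20, and 12 lay above the median signal. Non-receptive day 3 pool 3 did not share the high matrix and stromal scores of the other day 3 pools, with -0.474 and -0.377 against 0.432 to 1.36 and 0.38 to 1.24, and lay below some pools of day 7. Markers of T and NK cells fell in 4 of 24 genes (6 adjusted over the list alone, camera adjusted p = 0.00717, adjusted p = 0.418 with an estimated correlation). These were granulysin (GNLY, from 6.47 ± 0.58 to 4.39 ± 1.38) and granzyme B (GZMB, -1.48), which kill target cells, the pore-forming PRF1 (-0.68) and ZAP70 (-0.58), and the calls of PRF1 and ZAP70 were kept in 9 and 5 of 19 alternatives (highest adjusted p = 0.0771 and 0.0846). Another list holds 1 of the 24 genes, and 7 lay above the median signal.

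Genes of oxidative phosphorylation and cytosolic ribosomal proteins were called up by small shifts. These list calls were kept with each pool left out in turn. Of 10 other alternatives they were kept in 8 and 7, against 9 for each of the other lists called in this comparison. Of 47 oxidative phosphorylation genes 39 had a positive change and 4 rose while 1 fell (2 and 1 adjusted over the list alone, camera adjusted p = 0.000282, adjusted p = 0.641 with an estimated correlation). ATP5F1D rose by 0.36 and UQCRH by 0.31, and NDUFA5 changed by -0.39. Their calls were kept in 18, 10 and 17 of 19 alternatives (highest adjusted p = 0.0512, 0.0785 and 0.066), and that of NDUFA6 in 5 (0.105). Of 43 ribosomal protein genes 37 had a positive change with a median of 0.055, and 0 passed, also adjusted over the list alone (limma, camera adjusted p = 0.00816, adjusted p = 0.552 with an estimated correlation). The values of RPL10 and RPS13 were 0.18 (adjusted p = 0.0931) and 0.17 (adjusted p = 0.11).

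**Figure D2:**
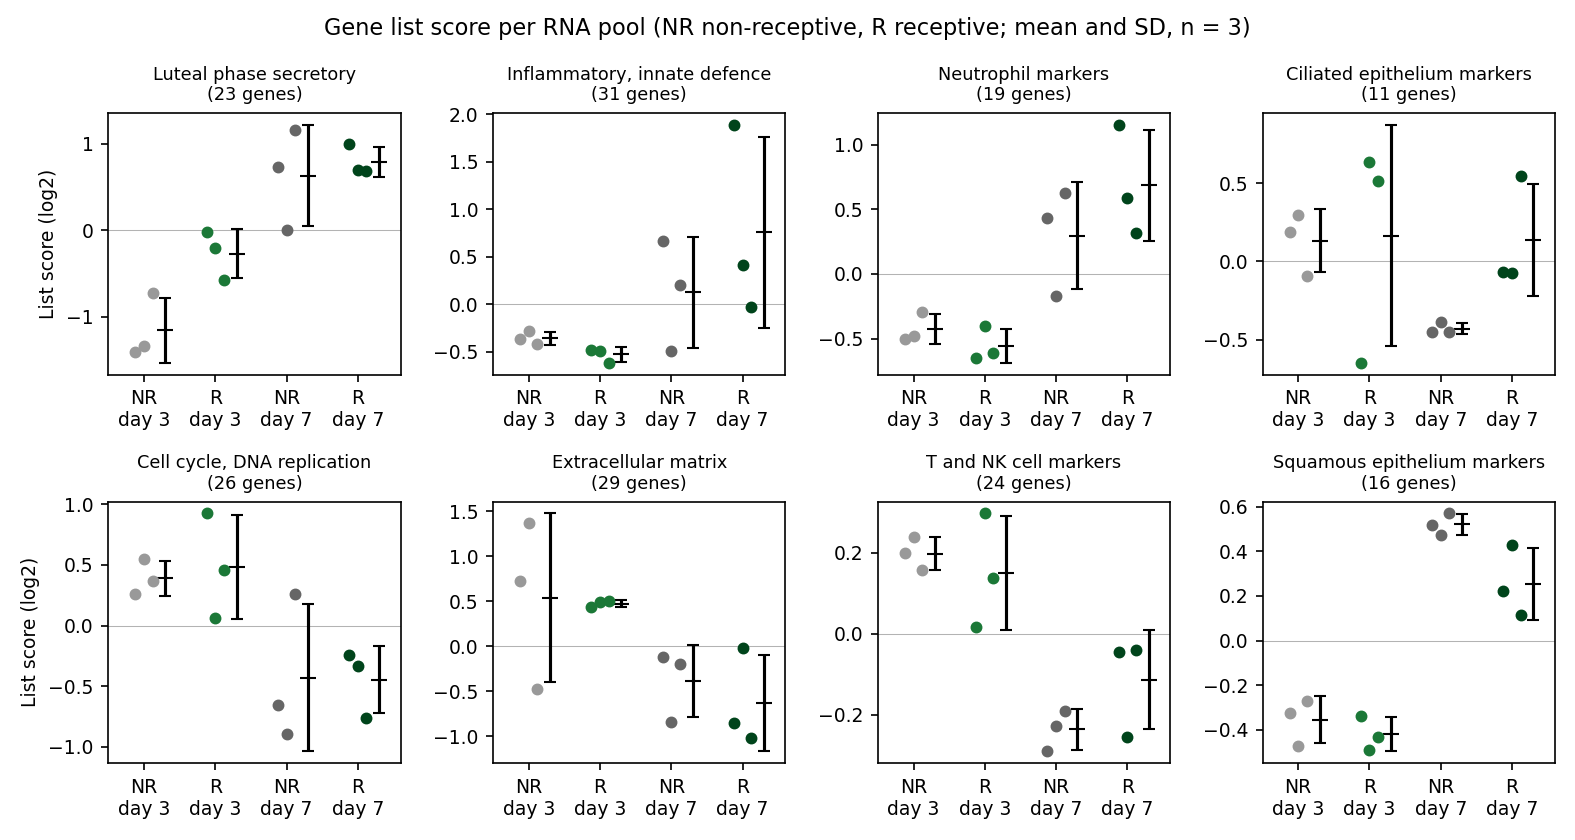
List score (y axis, mean over the genes of a list of the log2 signal minus the gene's mean over 12 arrays) of 8 gene lists in each pool (points) by receptivity and day (x axis), with the mean and SD of 3 pools. From day 3 to day 7 the score changed by 1.42 for luteal phase secretory genes, 0.885 for inflammatory genes and 0.98 for neutrophil markers, and by -0.875 for cell cycle genes, -1.01 for extracellular matrix genes and -0.349 for T and NK cell markers.

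By exact permutation of the day, the scores of luteal phase, cell cycle, DNA methylation, fatty acid, squamous, neutrophil, and T and NK cell lists passed (adjusted p = 0.037 each), as did those of the extracellular matrix and stromal lists (0.0396) and the inflammatory list (0.0435), while the scores of the interferon (0.0514), ribosomal (0.123), heat shock (0.135) and oxidative phosphorylation lists (0.151) did not. Lists that camera did not call passed by this test as well: TGF-beta and WNT signalling, glucose and amino acid transport and mucins (0.037 each), antioxidant defence and endothelial markers (0.0396) and uterine patterning transcription factors and matrix metalloproteinases (0.0435). The number of called probe sets fell to 1861 without non-receptive day 3 pool 1, 2146 without non-receptive day 7 pool 1 and 2190 without receptive day 3 pool 3. After quantile normalization 1430 probe sets were higher and 1814 lower, and after centring each array on its median 1601 were higher and 1562 lower, which is 44.1% and 50.6% higher against 33.5% in the deposited values. Median centring by itself brings the changes close to balance.

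Within receptive endometrium 471 probe sets differed between the days, 143 more abundant and 328 less abundant on day 7. Within non-receptive endometrium 596 differed, 197 more abundant and 399 less abundant. The calls shared between both groups were 77 higher, where 1.17 were expected for independent calls (Fisher's exact test p = 2.99e-127). There were 147 shared lower calls, where 5.45 were expected (Fisher's exact test p = 8.71e-180). By limma 0 probe sets were called in opposite directions. Both sets of calls use the same spread for a probe set, and probe sets are not independent, so these p-values can be too small. By camera 14 of 37 lists were called in non-receptive and 15 in receptive endometrium, and 0 with an estimated correlation (smallest adjusted p = 0.236 and 0.366), with 6 and 4 called by fry. The log2 changes of both groups had a Pearson correlation of 0.53 and a Spearman correlation of 0.53 across probe sets, which are not independent replicates, and 70.8% had the same sign. In the brighter 12008 probe sets the Pearson correlation was 0.76. Of 247 probe sets called in receptive endometrium alone, 94.7% changed in the same direction in non-receptive endometrium, and of 372 called in non-receptive endometrium alone, 94.6% did so in receptive endometrium. Of these 619 probe sets 0 passed the test of the difference between the day changes by limma, with 155 at an unadjusted p under 0.05.

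Both counts depended on single pools. Without pool 1 of non-receptive day 3 only 4 probe sets passed in non-receptive endometrium. The count there was 89 without non-receptive day 3 pool 2 or non-receptive day 7 pool 1, 279 without non-receptive day 7 pool 3 or receptive day 3 pool 3, and 347 without non-receptive day 7 pool 2. In receptive endometrium it was 9 without receptive day 3 pool 1, 16 without receptive day 3 pool 3, 54, 102 and 140 without receptive day 7 pools 2, 3 and 1, 178 and 267 without non-receptive day 3 pools 1 and 2, and 186 without non-receptive day 7 pool 1. After quantile normalization the split was 160 higher and 174 lower in receptive and 266 higher and 338 lower in non-receptive endometrium, and after median centring it was 190 and 167, with more increases than decreases, and 234 and 240. The shared calls were 95 higher and 86 lower after quantile normalization and 97 and 71 after median centring. The number of shared calls, 224 with all pools, was 4 without non-receptive day 3 pool 1, 47 without non-receptive day 3 pool 2, 8 without receptive day 3 pool 1, 10 without receptive day 3 pool 3, 44 without non-receptive day 7 pool 1, 124 without non-receptive day 7 pool 3, and 81, 44 and 54 without receptive day 7 pools 1, 2 and 3. The Pearson correlation stayed between 0.475 and 0.542 with any 1 pool left out.

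**Figure D3:**
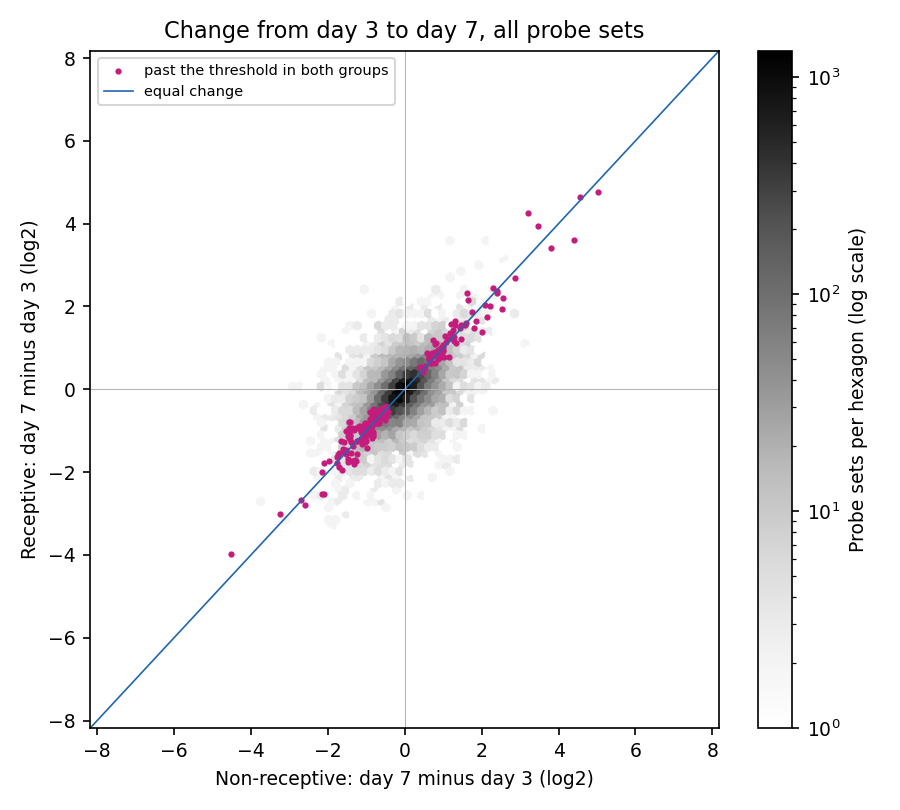
Log2 change from day 3 to day 7 of each probe set in non-receptive (x axis) and in receptive endometrium (y axis), as a density of all 24016 probe sets with the 224 probe sets called in both groups as single points and the line of equal change. All shared calls lie in the quadrants of the same sign, 77 higher and 147 lower on day 7.

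The comparison of receptive with non-receptive endometrium on day 3 asked which transcripts differed before transfer between animals by later pregnancy outcome. FOXP3, the transcription factor of regulatory T cells, was less abundant in receptive pools, with 1.70 ± 0.21 against 3.56 ± 0.45 (log2 signal, SD, n = 3), a log2 change of -1.86 ± 0.21 (SE, adjusted p = 0.0493). Luteal phase secretory, oxidative phosphorylation and ribosomal protein genes were shifted up in receptive pools and B and plasma cell markers down, as lists, by camera with a preset correlation. With an estimated correlation 0 lists were called (smallest adjusted p = 0.65), and 0 by fry. Of 10 splits of the day 3 pools 8 called at least the 4 lists of the real one. The median of the other splits was 9 lists, so chance is not excluded for these list calls. In all, 3 probe sets passed, and 1264 had an unadjusted p under 0.05 where 1201 are expected by chance. The 2 other calls have no gene name here. The first was at 3.59 ± 0.55 in receptive pools and listed at 0 in all 3 non-receptive pools (adjusted p = 0.00763), and the second was at 3.32 ± 0.68 in non-receptive pools and listed at 0 in all 3 receptive pools (adjusted p = 0.0493). The groups did not overlap for 2604 probe sets, 10.8% against the 10% that chance gives.

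The other named genes of this comparison did not pass. The uterine serpin SERPINA14 had 5.96 ± 0.69 in receptive and 0.71 ± 1.22 in non-receptive pools (SD, n = 3, adjusted p = 0.936), with 2 of the latter at 0. CA13, a carbonic anhydrase, had 7.32 ± 0.81 against 5.26 ± 0.09 and tissue factor (F3) 10.93 ± 0.29 against 9.10 ± 0.55 (adjusted p = 0.306 for both). PHTF1 and APOLD1 had 2.56 ± 1.21 and 2.42 ± 0.94 in receptive pools and were listed at 0 in all non-receptive pools. LOC507016, ATOH1, GPR52, PRG4 and ARHGAP1 had higher means in receptive pools, and all of these but ARHGAP1 were at 0 in 1 or 2 non-receptive pools. Plasminogen (PLG) had 0.67 ± 1.16, with 2 pools at 0, against 4.03 ± 0.85 (adjusted p = 0.378), and HMMR was listed at 0 in all receptive pools against 3.24 ± 0.37. FDFT1, MED23, CABP1, CASKIN2, CCDC14, LOC524810 and RAB40B had lower means in receptive pools, and all of these but MED23 were at 0 in 1 or 2 of them. The other probe sets of FDFT1 and CCDC14 did not go the same way, and those of HMMR, CASKIN2, ARHGAP1 and LOC524810 were divided.

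Of 23 luteal phase secretory genes 18 had higher values in receptive pools on day 3, and the list was called up (camera adjusted p = 0.0035, adjusted p = 0.65 with an estimated correlation). Adjusted over the list alone 1 gene passed, SERPINA14, and over all genes 0 did by limma. FABP3 was at 8.99 ± 0.99 against 7.18 ± 0.19 (SD, n = 3), lipoprotein lipase (LPL) at 7.86 ± 1.86 against 5.61 ± 0.61 and the aminopeptidase ANPEP at 12.10 ± 1.28 against 10.75 ± 0.18. Of 47 oxidative phosphorylation genes 43 were higher with a median of 0.12 (camera adjusted p = 0.000108, adjusted p = 0.988 with an estimated correlation), for instance NDUFB6 by 0.43 and SDHD by 0.20 in group means. Of 43 ribosomal protein genes 41 were higher with a median of 0.12 (camera adjusted p = 8.67e-10, adjusted p = 0.65 with an estimated correlation), such as RPL3 (0.32) and RPS18 (0.28). Of 10 B and plasma cell markers 2 were higher and the others lower (camera adjusted p = 0.0177, adjusted p = 0.65 with an estimated correlation), including CD79A (-0.72), POU2AF1 (-0.87), MS4A1 (-0.45) and DERL3 (-0.38). None of these members passed over all genes or, apart from SERPINA14, adjusted over the list alone. The actin gap, the sign of RNA length given above, was 1.99 in receptive and 0.63 in non-receptive pools of this day.

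The number of probe sets that passed on day 3 ranged from 0 without receptive day 3 pool 1 to 5 without receptive day 3 pool 2, and was 1 without non-receptive day 7 pool 1 or any receptive day 7 pool. The oxidative phosphorylation call ended without receptive day 3 pool 1 (adjusted p = 0.408). That of B and plasma cell markers ended without non-receptive day 3 pool 1 (0.0572) or receptive day 3 pool 1 (0.17). Lists called were 9 without non-receptive day 3 pool 3 and 7 without receptive day 3 pool 3. In 10 alternatives other than a single pool left out, the B and plasma cell call was kept in 5. The luteal phase, oxidative phosphorylation and ribosomal calls were kept in 8, 8 and 7 of these. With a prior variance that follows the signal and robust hyperparameters, the adjusted p of FOXP3 was 0.809, within a range of 0.0156 to 0.809 over 19 alternatives of which 2 kept the call. With the signal-following prior alone it was 0.539, and with robust hyperparameters alone 0.056. With the pool number as a replicate block 0 probe sets passed on day 3, and FOXP3 had an adjusted p of 0.241. FOXP3 passed with non-receptive day 3 pool 1 left out and with no other pool left out, with an adjusted p of 0.242 and 0.0835 without non-receptive day 3 pools 2 and 3, 0.172, 0.0787 and 0.109 without receptive day 3 pools 1, 2 and 3, 0.0866, 0.0902 and 0.087 without non-receptive day 7 pools 1, 2 and 3, and 0.152, 0.113 and 0.15 without receptive day 7 pools 1, 2 and 3.

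On day 7, 0 probe sets passed between receptive and non-receptive endometrium by limma (smallest adjusted p = 0.0963), and 1396 had an unadjusted p under 0.05 where 1201 are expected by chance. Markers of ciliated epithelium, inflammatory genes and endoplasmic reticulum chaperones were shifted up in receptive pools, and stromal fibroblast markers down, as lists, by camera with a preset correlation. With an estimated correlation 0 lists were called (smallest adjusted p = 0.821), and 0 by fry, and the inflammatory direction turned without receptive day 7 pool 1. Of 10 splits of the day 7 pools 4 called at least the 9 lists of the real one, so chance is not excluded. The smallest adjusted p belonged to glucose-6-phosphatase (G6PC1), with 3.55 ± 0.25 in receptive and 0.47 ± 0.81 in non-receptive pools (SD, n = 3), 2 of which were at 0. Groups did not overlap for 2216 probe sets, 9.23% against the 10% that chance gives.

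None of the other named genes of day 7 passed either. Granulysin (GNLY) was at 5.48 ± 0.79 in receptive and 3.31 ± 0.80 in non-receptive pools (SD, n = 3, adjusted p = 0.646), and the interleukin-2 receptor chain IL2RA at 4.31 ± 0.55 against 2.64 ± 0.48 (adjusted p = 0.821). The hyaluronidase HYAL2 and the protease MMP20 had 2.91 ± 0.21 and 2.85 ± 0.74 in receptive pools and were listed at 0 in all non-receptive pools. STMN3 and ZNF317 were higher by 1.82 and 1.68 in group means, and HMMR, ITGA5 and RAB40B were higher with 1 non-receptive pool at 0 each. Spondin 1 (SPON1) was at 3.01 ± 1.27 in receptive and 6.27 ± 0.83 in non-receptive pools (adjusted p = 0.821), the thyrotropin receptor TSHR at 1.29 ± 1.15, with 1 pool at 0, against 3.95 ± 0.83 and the tight junction protein CLDN2 at 0.50 ± 0.87, with 2 pools at 0, against 3.11 ± 0.76 (adjusted p = 0.524). FGF2 was at 0.82 ± 0.37 against 3.13 ± 0.42. GLDC, GTSF1, ADGRL3, PHTF1 and SLC17A2 were at 0 in 2 of 3 receptive pools and in none of the non-receptive pools, and ACTN4 was listed at 0 in all receptive pools, though its 3 other probe sets did not go the same way. Nor did the other probe sets of STMN3 and ADGRL3, those of ITGA5 and ZNF317 were divided, and HMMR, read here by another probe set than on day 3, had 1 of 4 others going the same way.

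All 11 ciliated epithelium markers were higher in receptive pools on day 7, with a median log2 difference of 0.56 (camera adjusted p = 0.00112, adjusted p = 0.821 with an estimated correlation). Among them were TPPP3 (0.79), ROPN1L (0.88), TEKT1 (0.75) and SPA17 (0.45), and 10 of the 11 lay above the median signal. Endoplasmic reticulum chaperones were higher in 21 of 23 genes (camera adjusted p = 0.00599, adjusted p = 0.821 with an estimated correlation), such as HYOU1 (0.40), PDIA4 (0.37) and MANF (0.43), and inflammatory genes in 25 of 31 (camera adjusted p = 0.0263, adjusted p = 0.839 with an estimated correlation), such as IL1B (1.14) and haptoglobin (HP, 2.10). Heat shock genes were higher in 20 of 25 (camera adjusted p = 0.0263, adjusted p = 0.821 with an estimated correlation), antigen presentation genes in 15 of 17 (camera adjusted p = 0.0307, adjusted p = 0.821 with an estimated correlation) and ribosomal protein genes in 35 of 43 (camera adjusted p = 0.0307, adjusted p = 0.839 with an estimated correlation). The ribosomal direction turned after quantile normalization (adjusted p = 0.674). Stromal fibroblast markers were higher in 2 of 20 genes and lower in the others (camera adjusted p = 0.0163, adjusted p = 0.821 with an estimated correlation), with COL3A1 at -1.54 and PTN at -1.71. Extracellular matrix genes were higher in 4 of 29 (camera adjusted p = 0.0405, adjusted p = 0.867 with an estimated correlation) and genes of the IGF and EGF system in 7 of 26 (camera adjusted p = 0.0405, adjusted p = 0.821 with an estimated correlation), with IGF1R and ERBB3 at -0.33 and -0.34 and the binding protein IGFBP3 at 1.88. In each of these 9 lists 0 members passed by limma, over all genes or adjusted over the list alone. The actin gap was 1.01 in receptive and 0.367 in non-receptive pools of this day, without overlap.

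Most list calls of day 7 rested on single pools, with 2 lists called without receptive day 7 pool 1 and 5 without receptive day 7 pool 2 or 3 or non-receptive day 7 pool 1 or 3. Of 10 other alternatives, the ciliated and stromal calls were kept in 8, the chaperone call in 7 and the ribosomal call in 5. The inflammatory, heat shock, antigen presentation, extracellular matrix and IGF and EGF calls were each kept in 4. The ciliated call ended without receptive day 7 pool 3 (adjusted p = 0.11), the chaperone call without receptive day 7 pool 1 (0.153) or 2 (0.137), the stromal call without non-receptive day 7 pool 1 (0.209) or 3 (0.0574) or receptive day 7 pool 1 (0.0756) or 3 (0.11), and the inflammatory call without non-receptive day 7 pool 2 (0.396) or 3 (0.117) or, with the direction turned, receptive day 7 pool 1 (0.662). The heat shock call ended without non-receptive day 7 pool 2 (0.104) or 3 (0.0574), receptive day 3 pool 1 (0.0641) or receptive day 7 pool 1 (0.682). Extracellular matrix genes were not called without non-receptive day 7 pool 1 (0.408) or 3 (0.136) or receptive day 7 pool 1 (0.345) or 3 (0.481). For antigen presentation these were non-receptive day 7 pools 1 (0.0925) and 2 (0.429) and receptive day 7 pools 1 (0.153), 2 (0.0846) and 3 (0.057), for the IGF and EGF system non-receptive day 7 pools 1 (0.309) and 3 (0.0645) and receptive day 7 pools 1 (0.0975), 2 (0.131) and 3 (0.144), and for ribosomal proteins non-receptive day 7 pools 1 (0.141) and 3 (0.102) and receptive day 7 pools 2 (0.137) and 3 (0.144). The number of probe sets that passed was 1 without non-receptive day 3 pool 3, receptive day 3 pool 3 or receptive day 7 pool 3, and 2 without non-receptive day 7 pool 2.

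The test of the difference between the day changes asked whether receptive and non-receptive endometrium changed differently from day 3 to day 7. By limma 0 probe sets passed (smallest adjusted p = 0.752), and 813 had an unadjusted p under 0.05 where 1201 are expected by chance. Named genes with the largest differences, none of which passed, were granulysin (GNLY, 3.13), G6PC1, plasminogen (PLG), RAB40B, the growth hormone receptor GHR, LOC518526, LOC781349, the casein CSN1S1, P2RX5 and ZFAND5 in the direction of a more positive change in receptive endometrium, and PHTF1, listed at 0 in all non-receptive pools of day 3, SPON1 (-3.78), CA13 (-2.48), ADGRL3, CLDN2, ACTN4, LOC507550, TAF6, GTSF1 and LOC507016 in the other direction. All of these but GNLY, ZFAND5, SPON1 and CA13 were at 0 in some pools and are given without a value, with LOC518526 at 0 in all non-receptive and ACTN4 in all receptive pools of day 7. The other probe sets of ACTN4, LOC781349 and ZFAND5 did not go the same way, and those of GHR, ADGRL3 and TAF6 were divided. GNLY was at 6.95 ± 0.11 on day 3 and 3.31 ± 0.80 on day 7 in non-receptive and at 5.98 ± 0.38 and 5.48 ± 0.79 in receptive pools (SD, n = 3). The number of probe sets that passed was 2 without non-receptive day 7 pool 2 or receptive day 3 pool 2 and 1 without receptive day 3 pool 3. By camera 7 of 37 lists were called and 0 with an estimated correlation (smallest adjusted p = 0.845), with 0 called by fry.

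Averaged over both days, receptive and non-receptive endometrium differed in 1 probe set, the unnamed one more abundant in receptive pools that also passed on day 3 and was listed at 0 in all non-receptive pools of that day (adjusted p = 0.0153), and 1773 had an unadjusted p under 0.05. The count was 0 without non-receptive day 3 pool 1 or 2, receptive day 3 pool 1, non-receptive day 7 pool 1 or receptive day 7 pool 3, 2 without non-receptive day 3 pool 3, receptive day 3 pool 3 or receptive day 7 pool 2, and 3 without non-receptive day 7 pool 2. The receptivity differences of day 3 and day 7 had a Pearson correlation of 0.10 and a Spearman correlation of 0.17 across probe sets, with 56.6% of the same sign. The Pearson correlation was 0.216 in the brighter 12008 probe sets, and 0.0219 without receptive day 7 pool 1, 0.0446 without non-receptive day 3 pool 2 and 0.0628 without non-receptive day 7 pool 3. Calls could not be shared, since 0 probe sets passed on day 7 by limma (1396 with an unadjusted p under 0.05). Of the gene lists 6 were called for the average, up for ribosomal proteins, endoplasmic reticulum chaperones (adjusted p = 0.00106), oxidative phosphorylation and ciliated epithelium and down for stromal fibroblasts and B and plasma cells, with 0 called with an estimated correlation (smallest adjusted p = 0.894). The actin gap also differed for this average, by 0.998 (exact permutation p = 0.005 within days, the smallest possible, adjusted p = 0.04 over 8 measures).

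Among the receptors examined in every comparison, the estrogen receptor ESR1 was lower on day 7 than on day 3, by a log2 change of -0.63 ± 0.19 (SE, adjusted p = 0.0499). That call was kept in 6 of 19 alternatives, with an adjusted p of 0.069 after quantile normalization and a range over the alternatives of 0.023 to 0.113. It ended without non-receptive day 3 pool 1 (0.113) or 2 (0.108), receptive day 3 pool 2 (0.0978) or 3 (0.106), non-receptive day 7 pool 1 (0.073), 2 (0.0757) or 3 (0.0991), or receptive day 7 pool 1 (0.0821) or 3 (0.095). The oxytocin receptor OXTR was at 10.85 ± 0.18 in non-receptive and 10.64 ± 0.41 in receptive pools of day 3 and at 8.86 ± 0.25 and 10.30 ± 1.25 on day 7 (log2 signal, SD, n = 3). Its change from day 3 to day 7 did not pass as an average (-1.17, adjusted p = 0.0546) or in non-receptive endometrium (-1.99, adjusted p = 0.0672), nor did the difference between the groups on day 7 (1.43, adjusted p = 0.821) or between the day changes (1.65, adjusted p = 0.999). The progesterone receptor PGR passed in none of the 7 comparisons, with a change of -0.12 from day 3 to day 7 (SE 0.36, adjusted p = 0.86). Signals of ESR1 and PGR were low, with group means of 3.25 to 4.22 and of 4.02 to 4.61. Their mean signals lay at percentiles 13.7 and 18.6 of all probe sets, against 92.2 for OXTR. A change of PGR is therefore not excluded, and the fall of ESR1 rests on a low signal.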

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

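The tests of a spread taken as too small near the floor, of the scaling between arrays and of the stromal share were chosen after the result was seen, although the prior and the normalizations they use had been planned as alternatives.

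Between receptive and non-receptive endometrium, 7 gene lists differed in their change from day 3 to day 7 by the test of the difference itself, and in each of them 0 genes passed over all genes by limma (813 probe sets with an unadjusted p under 0.05). These calls were made by camera with a preset correlation, and with an estimated correlation the adjusted p of the 7 lists was between 0.845 and 0.85, while fry called 0. Inflammatory and innate defence genes changed more in the positive direction in receptive endometrium (camera adjusted p = 0.0064, 26 of 31 genes), with CXCL2 at 0.68 and TLR4 at 0.52. Interferon-stimulated genes did so too (adjusted p = 0.0104, 21 of 22 genes, IFIT2 0.46), and this ended without non-receptive day 3 pool 2 (0.584), receptive day 3 pool 1 (0.104) or receptive day 7 pool 1 (0.0906). Ciliated epithelium markers (adjusted p = 0.0104, 11 of 11 genes, CETN2 0.40) were no longer called without non-receptive day 7 pool 3 (0.105), receptive day 3 pool 1 (0.467) or receptive day 7 pool 3 (0.206). Antigen presentation genes (adjusted p = 0.0213, 15 of 17 genes) were not called without non-receptive day 3 pool 2 (0.14), non-receptive day 7 pool 2 (0.25), receptive day 3 pool 2 (0.241) or receptive day 7 pool 1 (0.126). In the negative direction were luteal phase secretory genes (adjusted p = 0.0213, with HPGD at -1.11 and FABP3 at -2.23), not called without receptive day 3 pool 1 (0.104), non-receptive day 7 pool 3 (0.389) or receptive day 7 pool 3 (0.151). Oxidative phosphorylation genes (adjusted p = 0.0064) were not called without receptive day 3 pool 1 (0.428) or non-receptive day 7 pool 3 (0.688). Ribosomal protein genes (adjusted p = 0.0104) were not called without non-receptive day 3 pool 1 (0.0623) or 2 (0.106), receptive day 3 pool 1 (0.0862), non-receptive day 7 pool 3 (0.0662) or receptive day 7 pool 1 (0.126). In all, 49 of 100 splits of the samples called at least 7 lists for this difference, up to 16, so chance is not excluded.

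The larger positive change of inflammatory genes in receptive endometrium may come from 1 pool. Without receptive day 7 pool 1 the adjusted p of the list was 0.862 and the median difference went from 0.68 to 0.18. The call also ended without non-receptive day 7 pool 2 (0.115) or 3 (0.0564). A larger share of neutrophils in receptive samples of day 7 stays open, since 16 neutrophil markers outside the list had a median difference of 0.3517, and camera did not call them. A biological difference in inflammatory tone between receptive and non-receptive endometrium stays open as well.

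Each of the 3 probe sets called on day 3 had a mean signal near the floor of the array, FOXP3 at percentile 6.78 of all probe sets. Their calls may rest on a spread taken as too small for such signals, since 0 of the 3 kept an adjusted p under 0.05 when the prior variance followed the signal and was robust (adjusted p = 0.188, 0.809 and 0.931), and 0 with the signal-following prior alone (0.154, 0.539 and 0.915), while the changes stayed the same and the standard error of FOXP3 went from 0.21 to 0.40 and 0.35. With robust hyperparameters alone 1 of the 3 passed, and FOXP3 had an adjusted p of 0.056. A test of an array batch seen in the poly-A spike-in signal decided nothing: on day 3 the arrays of higher signal are 1 pool of each receptivity group, so a term for them leaves the changes as they were. With it 3 of the 3 had an unadjusted p under 0.01, and the adjusted p was 0.0274 and 0.0592 for the unnamed probe sets and 0.127 for FOXP3. Of the 10 splits of the 6 samples of day 3 the real one called 3 probe sets and the highest other 2, and 10 splits are too few for a share under 0.05. A difference between receptive and non-receptive endometrium on day 3 stays open and is carried by FOXP3 as the 1 named gene. On day 7 FOXP3 was at 3.22 in receptive and 2.99 in non-receptive pools and did not pass.

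More probe sets fell than rose from day 3 to day 7 in the deposited values, where 33.5% of the calls were higher. Scaling between arrays stays open as the cause, since 44.08% were higher after quantile normalization (42.6% to 45.8% with any 1 pool left out) and 50.6% after median centring (48.7% to 52.5%), which itself brings the changes close to balance. A lower share of stromal fibroblasts alone on day 7 would raise the markers of every other cell type. Scores of squamous (0.776) and neutrophil markers (0.980) rose. Those of T and NK cells (-0.349, exact permutation p = 0.005, the smallest possible, n = 6) and of endothelium (-0.422) fell. These falls argue against a lower share of fibroblasts alone as the whole cause. They do not argue against less stromal tissue as a whole, with the vessels and immune cells in it, which was not tested. A change in transcription from day 3 to day 7, or a change in several cell types together, stays open and was not tested.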

How the results depend on the processing

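The tests with probe sets at the floor left out, the spike-in term, the arrays of lower spike-in signal, the actin covariate, both pools that stood apart left out and the trended and robust priors taken singly were chosen after the result was seen. An offset before the log did not apply, since the deposited values are log2 signals. The cause of the changes below was not tested, apart from fewer probe sets, arrays or a wider threshold where the alternative itself brings them.

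Over the 19 alternatives followed for named genes, 0 of 229 results were counted as reversed. A small difference that passed in neither setting can have turned sign without being counted. Of 4351 values 4203 stayed on the same side of the threshold, 125 were no longer past it and 23 were newly past it. Of 748 values of 34 list results, 595 stayed on the same side, 150 were no longer past it and 3 reversed. The reversed ones were ribosomal proteins on day 7 after quantile normalization (adjusted p = 0.674), and inflammatory genes on day 7 without receptive day 7 pool 1 (0.662) and without non-receptive day 3 pool 3 and receptive day 7 pool 1 together (0.566). Over the pools left out in turn, inflammatory and innate defence genes on day 7 ranged from 0.000118 (without receptive day 7 pool 3) to 0.662.

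The count for receptive against non-receptive on day 3 (3) was 1 after quantile normalization, median centring, the spike-in term or the robust prior alone, 6 with array weights, and 0 without the lower 25 or 50 percent of probe sets, with the trended prior, robust or not, without probe sets at the floor, or with the actin covariate. The count on day 7 (0) was 1 with array weights, the arrays of lower spike-in signal, both pools left out, an adjusted p under 0.10 or only the groups compared, and 2 with the actin covariate. For receptive against non-receptive over both days (1) it was 2 with array weights, 3 with both pools left out, and 0 without the lower 25 or 50 percent, with the trended prior, robust or not, without probe sets at the floor, with the spike-in term or with the arrays of lower spike-in signal.

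The day change in receptive endometrium (471) gave 1047 and 1022 without the lower 25 and 50 percent, 1071 with the trended robust prior (1078 with the trend alone), 1275 with array weights, 238 with the spike-in term, 30 with the arrays of lower spike-in signal, 51 with the actin covariate, 103 with both pools left out, 1589 at an adjusted p under 0.10 and 37 with only the groups compared. In non-receptive endometrium (596) the same order gave 1160, 1245, 1136 (1075), 3141, 608, 9, 917, 378, 1640 and 37. The averaged day change (3412) gave 5611 with array weights, 1765 with the arrays of lower spike-in signal and 5405 at an adjusted p under 0.10.

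The correlation of both day changes was 0.7436 without the lower 25 percent and 0.7597 without the lower 50 percent of probe sets, and that of the receptivity differences 0.2007 and 0.216. Lists called on day 7 (9) were 4 after quantile normalization or with the mean over a gene's probe sets, 5 with the spike-in term and 3 with both pools left out. On day 3 (4) they were 10 with both pools left out, and for the interaction (7) 2 with array weights. With an estimated correlation 0 lists were called in any comparison (69 with the preset one), and fry called 25 in all, with 0 on day 3, on day 7 and for the interaction.

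Leaving out 1 pool at a time, the counts ranged from 0 to 5 (receptivity, day 3), 0 to 2 (day 7), 0 to 3 (both days), 9 to 615 (day change, receptive), 4 to 534 (non-receptive), 1861 to 3617 (averaged) and 0 to 2 (interaction). The correlations ranged from 0.4749 to 0.5423 and from 0.0219 to 0.1379. Lists called were 53 to 82 in all, 3 to 9 on day 3, 2 to 9 on day 7, 14 to 18 for the averaged day change and 2 to 10 for the interaction.

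Correlations gave no pairing of the samples by pool number: of 18 pairs of pools with the same number, 3 had a correlation of residuals over 0.1 (range -0.179 to 0.136), and 4 of 12 pools correlated best with a pool of their own number. All 3 arrays of higher spike-in signal are number 2, while pool 2 of receptive day 7 had the lowest spike-in mean of all arrays (6.33). A batch that goes with the number in part stays open. With the pool number as a replicate block the counts were 0 (receptivity, day 3), 155 and 314 (day change, receptive and non-receptive) and 0 (receptivity, both days), and the calls shared by both day changes fell from 224 to 95 (39 higher, 56 lower).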

Other observations

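The tests of the luteal phase score and of list scores by exact permutation were chosen after the result was seen.

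Single members of gene groups that camera did not call passed between day 3 and day 7. In TGF-beta and WNT signalling, 5 of 23 genes fell and 0 rose (5 and 0 adjusted over the list alone, fry adjusted p = 0.000863), while camera did not call the list (adjusted p = 0.0939). These included AXIN2 (log2 change -1.35, SE 0.17, adjusted p = 0.00262), a target of WNT signalling, the WNT antagonists SFRP1 (-1.26) and SFRP4 (-3.08), and BMP7 (-1.15). Among uterine patterning transcription factors HOXA10 (-1.33), HOXD10 (-0.93) and HOXA5 (-0.42) fell, 3 of 14 genes (5 adjusted over the list alone, camera adjusted p = 0.135). Of glucose and amino acid transporters 3 of 18 rose (3 adjusted over the list alone, camera adjusted p = 0.22), the amino acid transporter SLC6A14 (1.26, adjusted p = 0.0038), SLC5A1 and SLC2A1 (1.46). Antioxidant genes rose in 4 and fell in 1 of 27 (4 and 2 adjusted over the list alone, camera adjusted p = 0.0939), with HMOX1 at 1.64 and GPX2 at 0.95, and mucins and secreted epithelial products in 4 and 1 of 15 (4 and 1 adjusted over the list alone, camera adjusted p = 0.0939), with AGR2 at 1.19 and BPIFB1 at 1.16.

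Markers of other cell types moved in both directions. Plasma cell genes MZB1 (0.77, adjusted p = 0.00197) and DERL3 (0.78) and the complement receptor CR2 (0.69) rose while MS4A1 fell, 3 and 1 of 10 B and plasma cell markers (3 and 1 adjusted over the list alone, camera adjusted p = 0.183). Of 17 endothelial markers 4 fell and 1 rose (7 and 1 adjusted over the list alone, camera adjusted p = 0.137), and their score changed by -0.422 (exact permutation adjusted p = 0.0396), with EMCN at -1.70, FLT1 at -1.62, TEK at -1.40 and the lymphatic LYVE1 at 0.76. Of 20 markers of macrophages and dendritic cells CD68 (2.17) and CYBB (1.09) rose (camera adjusted p = 0.186). Markers of endometrial epithelium and of ciliated epithelium had 0 of 19 and 0 of 11 genes past the threshold by limma (camera adjusted p = 0.373 and 0.299), and smooth muscle (camera adjusted p = 0.417) and erythrocytes (camera adjusted p = 0.535) had 1 rising and 1 falling gene each.

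A hypothesis was that receptive endometrium lies further along the change from day 3 to day 7 than non-receptive endometrium of the same day. On an axis built without the pool scored, receptive pools were higher by 0.0985 within days (exact permutation p = 0.165, n = 3 per group), by 0.105 on day 3 (p = 0.4) and 0.0919 on day 7 (p = 0.3). The test was positive in direction and did not pass, so the hypothesis stays undecided. A related hypothesis, that receptive endometrium may be ahead in luteal phase secretory genes, gave a score difference of 0.5236 within days (exact permutation p = 0.075, adjusted p = 0.15 over both hypotheses, n = 3 per group), with 0.887 on day 3 (p = 0.1, the smallest possible) and 0.161 on day 7 (p = 0.9). It stays undecided too.

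Other splits of the samples were counted for each comparison. For the averaged day change the real split called 3412 probe sets and the highest of the others 4, 1 of 100 splits, so chance is excluded for this count. For the lists of that comparison 15 of 100 splits called as many as the real 14, up to 20, so chance is not excluded for the number of lists. For receptivity over both days 22 of 100 splits called at least the real 1, so chance is not excluded. For the interaction the real count was 0, so 100 of 100 splits called as many by construction, which says nothing. In both, the highest other split called 134, and it was the same one: on day 3 it sets non-receptive pools 1 and 2 and receptive pool 2 against the others, and on day 7 non-receptive pools 1 and 2 and receptive pool 1 against the others. This split does not follow receptivity. Whether 134 calls are more than chance gives for the highest of 100 splits was not tested, nor was what these pools share. For the day change in receptive endometrium 1 of 10 splits gave as many as the real 471 (highest other 1), for non-receptive endometrium 1 of 10 (596, highest other 2), for receptivity on day 3 1 of 10 (3, highest other 2) and on day 7 10 of 10 (0, highest other 2), fixed by the real 0. For the lists on day 3 it was 8 of 10 (4, highest other 14, median other 9). On day 7 it was 4 of 10 (9, highest other 14, median other 7). Chance is not excluded for the number of lists on either day. With 10 splits a share under 0.05 cannot be reached.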
